A study of Mus musculus with 19 samples. Its data were reported in "A microRNA signature that correlates with cognition and is a target against cognitive decline" (2021).

How the data were processed

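RNA from the CA1 region of the mouse hippocampus was sequenced in 19 libraries, one per animal, as single-end reads of 50 nt, per the labels. The mice were 7 months old. They fell into 3 groups: WT control (n = 6), wild-type littermates that received a control oligonucleotide according to the study; APP control (n = 6), APPPS1-21 mice with the same control; and APP anti-miR-mix (n = 7), APPPS1-21 mice given a mixture of oligonucleotides that inhibit 3 microRNAs: miR-181a-5p, miR-146a-5p and also miR-148a-3p. APPPS1-21 mice carry human transgenes with disease mutations, APP among them, driven by Thy1 regulatory sequence, and deposit amyloid. The titles of the wild-type libraries name the mixture beside the word control. The study describes these animals as carrying the control oligonucleotide, and that reading was used here.

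The deposited counts are raw read counts per Ensembl gene, not normalized, which the authors made by aligning reads to mm10 with STAR and counting them with featureCounts. The annotation release and the strandedness of the counting were not stated, so genes that overlap another gene are named with that limit. Each file held 48709 genes, of which 14228 had no count in any sample. Gene symbols and positions came from GENCODE release M21 on GRCm38 (mm10), which matched 48349 of the identifiers. Coordinates below are on that build. Total counts ranged from 19362343 to 37018917 per library. A floor of 3 counts is the upper limit that a count of 0 allows, and it covers counting error only, since the reads had no molecular identifiers. The most similar pair of libraries within a group differed by a chi-square of 4.94 per gene, above the sampling noise, and all libraries were treated as separate samples.

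The authors also deposited a table of normalized values on the log2 scale with 18825 genes. It was compared with log2(CPM + 1), where CPM scales the counts of a library to a common total, with a pseudocount of 1, computed from the counts. The difference between them lay for 99.9999% on a single profile, a whole number from 1 to 5 per library multiplied by a slope per gene, with a largest residual of 0.000749. The meaning of the number was not stated, and it is called the adjustment number here. Its mean was 2.83 in WT control, 2.83 in APP control and 2.71 in APP anti-miR-mix. The slopes that had been removed had a correlation of 0.976 across genes with least-squares slopes on the number and were 0.799 times as steep. Values were thereby extrapolated to a number of 0, and 0.179% of them were negative. This table entered only as an alternative. Because it is already on the log2 scale, limma was run on it directly and not on a further logarithm as had been planned.

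Genes with at least 5 counts in at least 50% of the samples were kept (19297 genes). The counts were tested with DESeq2 (1.42.0), the tool and filter named by the study, with all 3 groups in a single fit, Wald tests, unshrunken log2 fold changes and a Benjamini-Hochberg adjusted p threshold of 0.05. Independent filtering was left on. DESeq2 replaces outlying counts only in groups of at least 7 libraries, so this could act in APP anti-miR-mix alone. Gene sets were tested with camera in limma (3.58.1) on voom values with TMM normalization and a preset inter-gene correlation of 0.01; 18 set tests formed 1 family. The sets were the TargetScan 7.1 predictions the study lists for the 3 microRNAs, a list of 30 glial genes that respond to amyloid, and lists of neuron and synapse genes joined (52 genes). Further lists of marker genes covered astrocytes, homeostatic microglia, oligodendrocytes, endothelium, blood, choroid plexus, meninges and fibroblasts, the dentate gyrus, CA1, CA3, thalamus, cortex, striatum, immediate early genes, the interferon response, X inactivation and the Y chromosome. The mean log2 normalized count of a list gave a score per library, compared between groups with two-sided exact permutation tests and adjusted over 69 tests. The lists for X inactivation and the Y chromosome were read per gene only.

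Co-expression modules were built from log2(normalized count + 1) with biweight midcorrelation, a signed network of power 10, topological overlap and average linkage. Clusters of at least 100 genes were kept and merged where eigengenes correlated above 0.85. A single height replaced the dynamic tree method of the study, which was not used here. Eigengenes were compared across groups with a Kruskal-Wallis statistic and 100000 permutations. R (4.3.3), edgeR (4.0.16), Python (3.11.15), numpy (2.4.6) and scipy (1.17.1) were used.

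The tests were tried on simulated data first. Counts for 8 simulated experiments were drawn from the means, dispersions and library sizes of these samples, each with 200 changed genes, and a mean of 19053 genes was tested. At a log2 change of 0.5, DESeq2 recovered 60.75% and edgeR 53.0% of the changed genes; at a log2 change of 0.25 the shares were 25.75% and 17.25%. Of the DESeq2 calls 13.1% were false (158 of 1206), above the nominal 5%, against 3.19% for edgeR (32 of 1002). The cause was not established. DESeq2 counts below may therefore hold more false calls than the threshold implies, and edgeR counts are printed beside them. The simulations changed 200 genes in APP anti-miR-mix only, so the false share may differ where many more genes are called. In 10 simulations each, a shift of all target genes by 0.02 on the log2 scale was found at an unadjusted p under 0.05 in 10, and with no shift in 0. These simulated genes varied independently, so real sets have less power. In other random splits of the transgenic libraries the difference of the target genes had an SD of 0.03. A shift of 0.02 would therefore not stand out in the real data. The module method found 6 of 6 simulated modules among 3000 genes, and also placed 536 unrelated genes in them.

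The tests, gene lists, named genes and most alternatives were fixed before the data were examined. The genes named are App, Thy1, Aff2 and Hivep3 in all cases; per comparison the 5 with the smallest adjusted p past the threshold and a mean of at least 20 normalized counts, or, if none passed, the 3 with the smallest unadjusted p; and the 5 amyloid response genes with the highest mean. A gene that this rule selects is not reported here. The alternatives were edgeR with TMM, other filters, independent filtering off, 2-group fits, the replicate number as a block, a sex-linked covariate, leaving out each library in turn, limma on the deposited table, other set tests and other network settings. Fits with the adjustment number as a term were chosen after seeing the data.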

Results

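Hippocampal CA1 gene expression was measured by RNA-seq in WT control (n = 6), APP control (n = 6) and APP anti-miR-mix (n = 7) mice. Total counts per library ranged from 19362343 to 35058913 in WT control, from 24966818 to 31830517 in APP control and from 27242283 to 37018917 in APP anti-miR-mix. Mitochondrial genes took 3.70 ± 0.640%, 3.85 ± 0.759% and 4.01 ± 0.811% of the counts in the same order (mean ± SD).

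The genotype labels were examined first with the mouse genes related to the transgenes. Thy1 (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579) had 19759 ± 966 normalized counts in WT control (SD, n = 6), 52110 ± 9953 in APP control (n = 6) and 49769 ± 4207 in APP anti-miR-mix (n = 7). App (ENSMUSG00000022892, chromosome 16, 84949685 to 85173766) had 51388 ± 1952, 72645 ± 5078 and 70551 ± 3322 normalized counts in the same order. In APP control against WT control the log2 fold changes were 1.40 for Thy1 (SE 0.10, DESeq2 adjusted p = 3.93e-37) and 0.50 for App (SE 0.05, adjusted p = 1.45e-21). Both genes separated all 13 transgenic libraries from all 6 wild-type libraries. Against APP control, APP anti-miR-mix differed by -0.07 in Thy1 and -0.04 in App on the log2 scale, both with an adjusted p of 1. App shares exonic sequence positions with the annotated gene Gm49227.

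**Figure D1:**
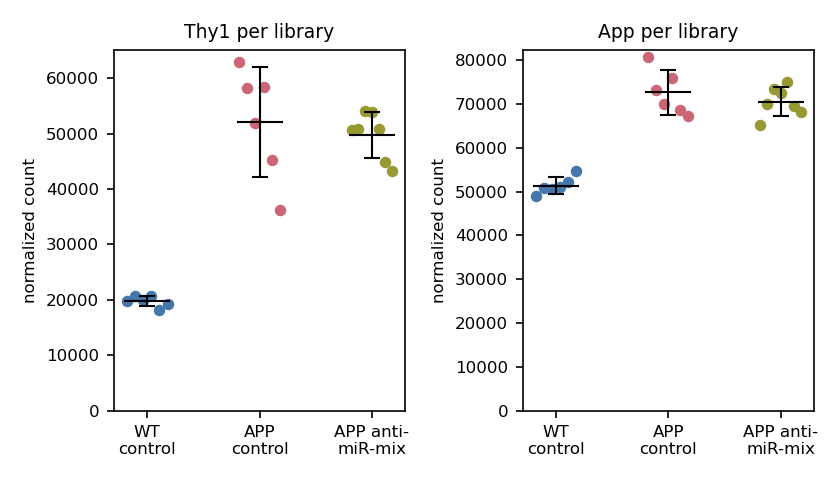
Normalized counts (vertical axis, from 0) of Thy1 and App in each library, by group; points are libraries, the long bar is the mean and the error bars are SD. All transgenic libraries lie above all WT control libraries for both genes.

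The first comparison addressed the effect of the transgenes. Between APP control and WT control, 908 genes passed the threshold, 706 higher and 202 lower in APP control. The edgeR quasi-likelihood test called 621 genes (537 higher and 84 lower), of which 612 were among the 908. The count was lowest with edgeR and the adjustment number as a factor, at 600 genes, and highest with the number as a linear term in DESeq2, at 1329 genes. With the adjustment number as a factor in DESeq2 874 genes passed, of which 684 were among the 908. Too few libraries shared an adjustment number for a test within each value. The genes with the smallest adjusted p included Thy1, App, St14 and Ccl6. St14 rose from 29.1 ± 13.2 to 215.8 ± 92.1 normalized counts (log2 fold change 2.86, SE 0.30, adjusted p = 2.76e-18), and Ccl6 from 71.2 ± 30.3 to 524 ± 204 (log2 fold change 2.87, SE 0.31, adjusted p = 1.39e-16).

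The amyloid response list was higher in APP control than in WT control by a median log2 difference of 1.26 relative to all other genes (30 of 30 genes higher, camera adjusted p = 1.14e-45). Of its 30 genes 27 passed the threshold over all genes and 29 when adjusted over the list alone. The call held under fry (adjusted p = 0.00105) and not with an estimated inter-gene correlation (adjusted p = 0.0678). Among its 5 most abundant genes, Gfap rose from 18782 ± 5481 to 51113 ± 18277 normalized counts (log2 fold change 1.44, SE 0.23, adjusted p = 4.08e-08), and Ctsd, Ctss and C4b changed by 1.43, 1.23 and 1.02 on the log2 scale with adjusted p of 2.11e-07, 5.98e-07 and 0.00636. Apoe was just past the threshold (log2 fold change 0.40, SE 0.13, adjusted p = 0.0491) and was not past it in edgeR (adjusted p = 0.109). Ctsd shares exonic positions with the annotated gene Gm49369.

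The neuron and synapse lists were lower in APP control than in WT control by 0.12 on the log2 scale (48 of 52 genes lower, camera adjusted p = 2.27e-08). Of these genes 4 passed the threshold over all genes, 1 of them higher in APP control, and 6 when adjusted over the list alone. The call held under fry (adjusted p = 0.0202) and not with an estimated correlation (adjusted p = 0.0998). The exact permutation test of the library scores gave p = 0.0108, which did not pass the adjustment (adjusted p = 0.0637). Predicted targets of any of the 3 microRNAs were lower by 0.04 on the log2 scale (566 of 1737 genes higher, camera adjusted p = 0.00351). This difference was not past the threshold under fry (adjusted p = 0.532) or with an estimated correlation (adjusted p = 0.558), and 90 of the 1737 genes passed the threshold over all genes and 92 when adjusted over the list alone. Of the 90 genes 51 were higher in APP control. For these targets the exact permutation test of the library scores gave p = 0.669.

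The second comparison addressed the inhibitors. Between APP anti-miR-mix and APP control, 0 genes passed the threshold in DESeq2 and 0 in edgeR. At an unadjusted p under 0.05 there were 552 genes in DESeq2 and 572 in edgeR. Dropping any 1 of the 19 libraries gave between 0 and 4 genes. With the adjustment number as a factor 0 genes passed, with 777 at an unadjusted p under 0.05. The 3 genes with the smallest unadjusted p all failed the threshold. Gm35021 (chromosome 8, 35724175 to 35757517, a processed transcript) had 97.4 ± 39.8 normalized counts in APP control and 17.9 ± 4.85 in APP anti-miR-mix (log2 fold change -2.45, SE 0.54, adjusted p = 0.0892), but WT control libraries ranged from 7.73 to 122.4. Fn1 (chromosome 1, 71585520 to 71653200) had 3049 ± 324 and 3828 ± 248 (log2 fold change 0.33, SE 0.07, adjusted p = 0.0892). WT control had 3710 ± 364. Against it the Fn1 log2 fold change was -0.28 in APP control (DESeq2 adjusted p = 0.00807) and 0.05 in APP anti-miR-mix (adjusted p = 0.826). Nptx2 (chromosome 5, 144545902 to 144557478) had 604 ± 114 and 377 ± 67.4 (log2 fold change -0.68, SE 0.17, adjusted p = 0.434). It had 719 ± 233 in WT control, from which APP anti-miR-mix lay further (log2 fold change -0.93, adjusted p = 3.27e-06) than APP control (-0.25, adjusted p = 0.592). Fn1 shares exonic positions with the annotated gene Apol7d.

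Inhibition of the microRNAs should raise their predicted targets. These differed from all other genes by 0.0005 on the log2 scale (957 of 1737 genes higher, camera adjusted p = 0.837). Over other random splits of the transgenic libraries this difference had an SD of 0.03, so a small shift is not excluded. The lists of the single microRNAs differed by -0.0038 for miR-146a-5p, 0.0021 for miR-148a-3p and 0.0024 for miR-181a-5p, each with an adjusted p of 0.837. The amyloid response list was 0.12 higher in APP anti-miR-mix (26 of 30 genes, camera adjusted p = 0.0206), a call that did not hold under fry (adjusted p = 0.764) or with an estimated correlation (adjusted p = 0.729). Over the 19 fits that each left out one library the difference ranged from -0.0194 to 0.2198, with camera adjusted p from 6.76e-06 to 0.86. It was -0.02 (adjusted p = 0.657) without APP control replicate 5 and 0.02 (adjusted p = 0.86) without APP control replicate 6. The neuron and synapse lists were 0.02 higher (33 of 52 genes, adjusted p = 0.212).

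**Figure D2:**
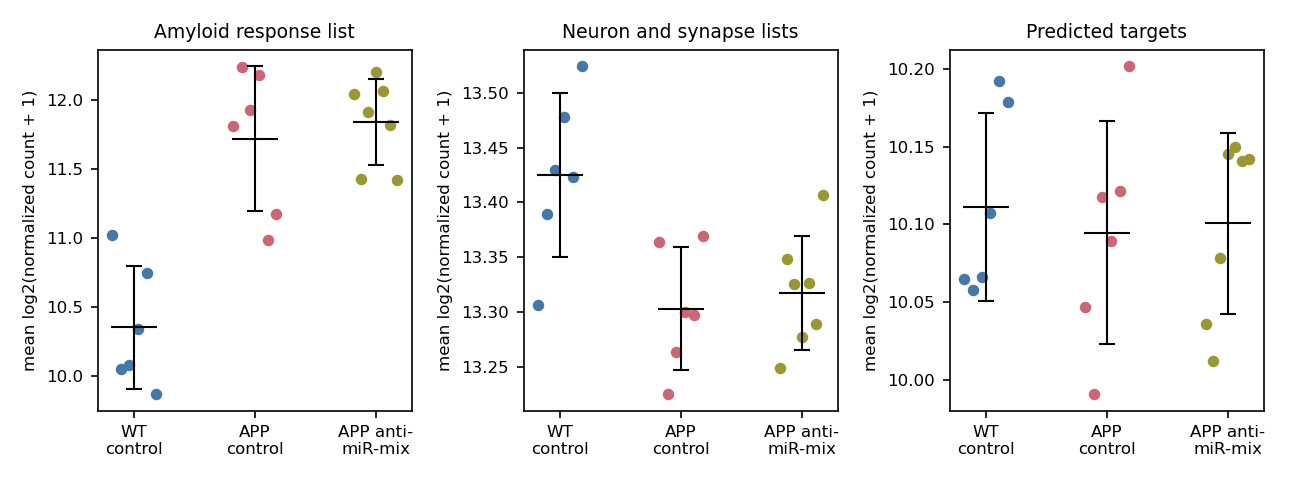
Mean log2(normalized count + 1) of the genes of the amyloid response list, the neuron and synapse lists and the predicted targets of any of the 3 microRNAs (vertical axes, not from 0) in each library; points are libraries, the long bar is the mean and the error bars are SD. The amyloid response score was 10.35 ± 0.45 in WT control, 11.72 ± 0.52 in APP control and 11.84 ± 0.31 in APP anti-miR-mix.

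The third comparison asked how far the treated transgenic mice remained from wild type. Between APP anti-miR-mix and WT control, 1727 genes passed the threshold, 1078 higher and 649 lower; edgeR called 1169 (881 higher and 288 lower), and with the adjustment number as a term 1733 passed as a factor, 2371 as a linear term and 1152 as a factor in edgeR. The genes with the smallest adjusted p included Thy1, C3ar1, Ccl6 and St14, with log2 fold changes of 1.33, 1.81, 3.16 and 2.93. The amyloid response list was higher by 1.34 (adjusted p = 7.49e-40) and the neuron and synapse lists were lower by 0.10 (adjusted p = 3.33e-05); under fry the first held (adjusted p = 0.000583) and the second did not (adjusted p = 0.0583). The neuron and synapse lists also did not pass in the exact permutation test of the library scores (adjusted p = 0.0711). Of the 908 genes called in APP control against WT control, 815 were called here, all in the same direction. Fold changes of the comparisons against WT control had a correlation of 0.819 across genes, which are not independent replicates. The WT control libraries are shared between them, and 10 simulations with no change gave a mean correlation of 0.532 and at most 1 shared call.

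The share of the APP change returned in APP anti-miR-mix was computed over the 908 genes as 1 minus the ratio of the log2 fold changes against WT control. Its median was -0.0418, and 345 of the 908 genes (38%) were nearer WT control in APP anti-miR-mix. Because the genes were selected in APP control libraries, relabelled libraries return a positive share: over other random relabellings of the 13 transgenic libraries the median was 0.122 (SD 0.126), and 84 of 100, the real labels included, gave a share as high. The median absolute log2 fold change against WT control of these genes was 0.58 in APP control and 0.61 in APP anti-miR-mix.

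**Figure D3:**
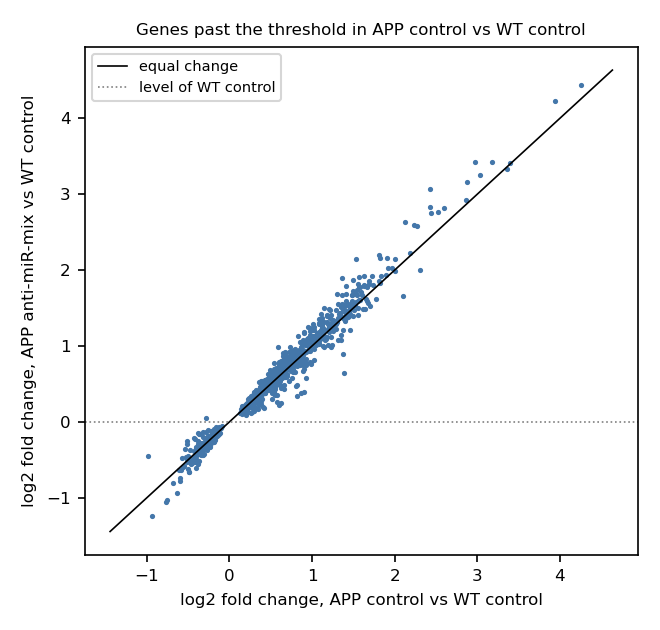
log2 fold change against WT control of APP control (horizontal axis) and APP anti-miR-mix (vertical axis) for the 908 genes past the threshold in APP control against WT control; the solid line marks equal change and the dotted line the level of WT control. The genes lie along the line of equal change.

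Aff2 and Hivep3, which the study measured by qPCR, were read in the counts. Aff2 (ENSMUSG00000031189, chromosome X, 69360294 to 69868037) had 318.5 ± 32.01 normalized counts in WT control (n = 6), 268 ± 40.2 in APP control (n = 6) and 295 ± 26.8 in APP anti-miR-mix (n = 7). The log2 fold change was -0.24 in APP control against WT control (SE 0.10, DESeq2 adjusted p = 0.167) and 0.14 in APP anti-miR-mix against APP control (SE 0.10, adjusted p = 1). Hivep3 (ENSMUSG00000028634, chromosome 4, 119733784 to 120138045) had 3553 ± 277, 3190 ± 141 and 3319 ± 275 normalized counts, with log2 fold changes of -0.15 (SE 0.06, adjusted p = 0.165) and 0.06 (SE 0.06, adjusted p = 1). Taken as single genes, the Kruskal-Wallis permutation p was 0.081 for Aff2 and 0.0944 for Hivep3. Two-sided exact permutation tests between APP control and WT control gave p = 0.0411 for Aff2 and p = 0.0173 for Hivep3, or 0.0411 and 0.0216 after adjustment over 5 genes, and those between APP anti-miR-mix and APP control gave p = 0.161 and p = 0.34. The remaining genes among these 5 are related to the transgenes and had the smallest p possible against WT control. That adjustment therefore changes little. Aff2 shares exonic positions with Gm14705 and Hivep3 with AL607142.1.

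**Figure D4:**
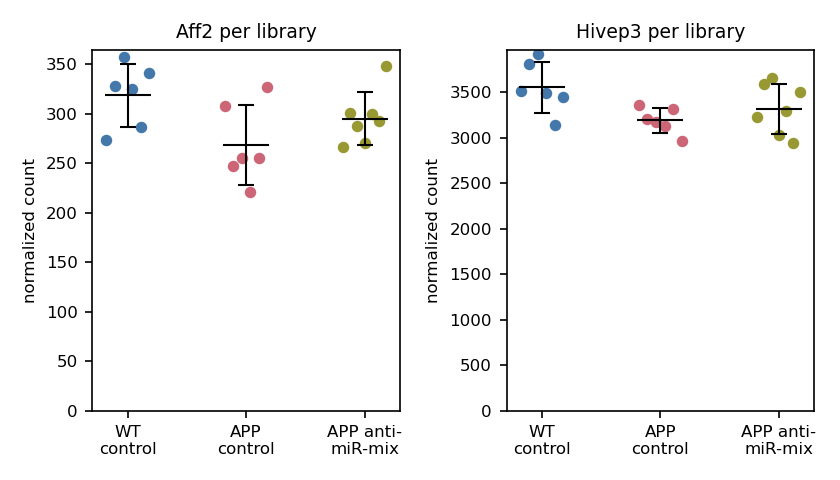
Normalized counts of Aff2 and Hivep3 (vertical axes, from 0) in each library, by group; points are libraries, the long bar is the mean and the error bars are SD. The groups overlap for both genes.

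The co-expression network held 14 modules that covered 10011 of 19297 genes. Of these, 4 differed between the groups at an adjusted Kruskal-Wallis permutation p under 0.05, and 5 at an unadjusted p under 0.05. In none of these 4 did APP anti-miR-mix differ from APP control, with exact permutation p of 0.673, 0.372, 0.596 and 0.257. A module of 221 genes that did not differ between the groups (adjusted permutation p = 0.143) had an exact permutation p of 0.0344 here, not adjusted over modules. Its eigengene means were -0.0796 in WT control, -0.0956 in APP control and 0.15 in APP anti-miR-mix, which was further from WT control. With the 5000 most variable genes 1 of the 2 modules that differed between the groups (adjusted permutation p = 0.046) also differed between APP anti-miR-mix and APP control (exact permutation p = 0.0233, not adjusted over modules), with eigengene means of 0.161 in WT control, 0.0628 in APP control and -0.192 in APP anti-miR-mix, which was further from WT control. Of the 14 modules, that of 100 genes was the only one enriched in the neuron and synapse lists (4 genes, Fisher exact adjusted p = 0.00213). Its eigengene was 0.2 ± 0.196 in WT control, -0.121 ± 0.151 in APP control and -0.0681 ± 0.236 in APP anti-miR-mix, with an unadjusted permutation p of 0.0289 that did not pass the adjustment (adjusted p = 0.081). The exact permutation p of this module was 0.0152 for APP control against WT control and 0.649 for APP anti-miR-mix against APP control. Predicted targets made up 16% of this module and 9.001% of all genes in the network (Fisher exact adjusted p = 0.0466). Their share was larger in other modules. It was 25.17% in a module of 143 genes (Fisher exact adjusted p = 4.36e-08), which was among the 4 that differed. Eigengene means there were 0.266 in WT control, -0.0989 in APP control and -0.143 in APP anti-miR-mix. Modules of 195 and 3880 genes, which did not differ, held 25.13% and 17.09% (Fisher exact adjusted p = 1.57e-10 and 7.93e-74). With Pearson correlation a module of 663 genes enriched in the neuron and synapse lists (Fisher exact adjusted p = 0.00515) did differ between the groups (adjusted permutation p = 0.0273), and in it APP anti-miR-mix did not differ from APP control (exact permutation p = 0.141). Of the 14 modules, that with the most genes, 3880, did not differ between the groups (permutation p = 0.841). Its eigengene had a correlation of 0.885 with the adjustment number. For the next largest module, of 2528 genes, that correlation was -0.798. Much of this network thus followed the adjustment number.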

Values the study reported

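From the RNA-seq data of the APPPS1 mice the study reported 26 co-expression modules. For the neuronal module that it described as lowered in these mice, it reported that 38% of the genes overlapped genes with binding sites for the 3 microRNAs. It described the expression of this module as partly returned toward control levels by the inhibitors. By qPCR it reported a rescue of Aff2 and Hivep3 in treated APPPS1 mice. The values given here for these genes are read counts, a different measure.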

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

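The tests in this part were chosen after the values had been seen. Of 105 groups of libraries examined for a library far from the rest, 6 had one, and 5.25 would be expected by chance.

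The choroid plexus list score was 6.02 in WT control 5, where the other WT control libraries lay between 4.16 and 4.8, and 5.81 in APP anti-miR-mix 6, where the others lay between 4.62 and 4.89. Ttr had 1443 normalized counts in WT control 5 and 1084 in APP anti-miR-mix 6, against a median of 54.4 in the other libraries. A candidate explanation is choroid plexus tissue in the dissected sample. In WT control 5, 5 of the 9 other choroid plexus genes tested were at least 2 times their group median, which is consistent with it. In APP anti-miR-mix 6 only 3 of the 9 were, and this explanation cannot be told apart from others there, because most of the remaining genes had high counts in every library or few counts in all. Clic6 had 86.98 and 56.54 normalized counts in these libraries against a median of 14.9 elsewhere. These libraries belong to different groups, and no biological explanation was tested. This pair of libraries was first examined together and then separately, after the first outcome had been seen.

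C4b had 11060 normalized counts in WT control 1, and the other WT control libraries lay between 3934 and 5729. WT control 1 and WT control 5 also had higher Cst7 (154 and 251 normalized counts, against 27.2 to 54.9 in the other WT control libraries) and Gfap (24390 and 26600). Mixing with transgenic tissue was tested as a technical explanation, since the amyloid response score was 11.02 and 10.75 in these libraries and lay between 9.87 and 10.34 in the other WT control libraries. From the amyloid response list it would require a share of 35.05% in WT control 1 and 23.2% in WT control 5, and Thy1 would then reach 31360 and 27580 normalized counts. Thy1 was observed at 19810 and 18120, at least 14.2 SD of the other WT control libraries below the required level, which argues against mixing. A glial reaction to the injection may have differed between animals, but it was not tested.

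Nptx2 had 1169 normalized counts in WT control 4 against 523 to 753 in the other WT control libraries. Aff2 had 348 normalized counts in APP anti-miR-mix 7 against 267 to 301 in the other treated libraries. The CA3 list score was 7.83 in WT control 5 against 7.5 to 7.6 in the other WT control libraries. For these 3 values no technical or biological explanation was tested, and the number of such libraries is what chance gives.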

How the results depend on the processing

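The fits with the adjustment number as a term and the module network built on the deposited table were chosen after seeing the data.

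The 3 counts of genes were recomputed with edgeR, other filters, 2-group fits, covariates, the deposited table and each library left out. For APP control against WT control the count was 621 with edgeR and 600 with edgeR and the adjustment number as a factor. For the other alternatives it lay between 663 and 1329. The fits that each left out one library gave from 663 to 1206 genes. For APP anti-miR-mix against WT control the count was 1169 with edgeR, and the fits that each left out one library gave from 1169 to 2012 genes, the lowest without WT control replicate 6. With the adjustment number as a linear term it was 2371, and with the number as a factor in edgeR it was 1152. The share of higher genes in this comparison was 62.4%, 75.4% with edgeR and 54.6% with the linear term. The simulated false calls of DESeq2, 13.1%, limit how far its larger counts can be read.

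For APP anti-miR-mix against APP control the count of 0 became 3 in the fit of these 2 groups (643 genes at an unadjusted p under 0.05) and 3 with the sex-linked covariate (768 genes). In both fits these were Gm35021, Fn1 and Nptx2, which fail the threshold in the fit of the report, with all 3 groups and no covariate. The fits that each left out one library gave from 0 to 4 genes, with 4 without APP control replicate 6. It stayed at 0 with edgeR, both filters, independent filtering off, the deposited table (857 genes at an unadjusted p under 0.05) and the 3 fits with the adjustment number. The cause was not tested.

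The fit of the report did not pair libraries with the same replicate number. The correlation of their deviations from the group means was 0.148 on average over 18 pairs, and 11 of these were over 0.1. Pairs with different replicate numbers averaged -0.0259, so libraries with the same replicate number shared some variation. Pairs with the same adjustment number averaged 0.1858. Within each group the adjustment number never fell as the replicate number rose, and these sources of shared variation were not separated. With the replicate number as a block the counts were 1222, 1 and 2202 genes in the order above. The 1 gene was Fn1 (adjusted p = 0.000635). The block also reversed the difference of predicted targets in APP anti-miR-mix against APP control (-0.0047) and that of Gfap (0.046). Gfap reversed with the deposited table too (0.0002), and predicted targets with the sex-linked covariate (-0.0002). None of these values was past the threshold before or after, and the cause was not tested. All libraries had low Xist and high Y-linked counts, so that covariate carries no difference of sex.

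The set differences kept their sign under fry and an estimated correlation by construction, since these change the p alone. With an estimated correlation the amyloid response list in APP control against WT control (1.26, adjusted p = 0.0678) and the neuron and synapse lists (-0.12, adjusted p = 0.0998) were no longer past the threshold. In APP anti-miR-mix against APP control the amyloid response difference of 0.12 lost it under both tests (adjusted p = 0.764 and 0.729). Leaving out one library each moved that difference from -0.0194 to 0.2198, reversed without APP control replicate 5. The predicted targets moved from -0.0172 to 0.0211, and the neuron and synapse lists from 0.0059 to 0.0356, past the threshold at 0.0301 without APP control replicate 1 (adjusted p = 0.0208).

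Across the fits that each left out one library, Aff2 in APP control against WT control ranged from -0.31 to -0.19, past the threshold without APP control replicate 6 (adjusted p = 0.0268). Hivep3 ranged from -0.19 to -0.12, past it without WT control replicate 5 (adjusted p = 0.0492). In APP anti-miR-mix against APP control Apoe ranged from -0.0369 to 0.1434, Ctsd from -0.0252 to 0.2838, Ctss from -0.0265 to 0.1856 and Gfap from -0.1641 to 0.0878, with a sign that depended on the library left out. The cause was not tested.

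The number of modules that differed between the groups was 2 with the 5000 most variable genes and 2 with Pearson correlation, 4 with power 6, and 5 with power 17 and 5 on the deposited table. No modules were merged in the network of the report, so leaving merging out of it tested nothing. A neuron and synapse module differed between the groups with Pearson correlation (adjusted p = 0.0273) and on the deposited table (adjusted p = 0.0036), and not in the network of the report; the cause was not tested. The networks with power 6, power 17 and the 5000 most variable genes held no such module. The share of the APP change returned kept its sign in the 5 alternatives, from -0.0523 to -0.0224. For the other named genes, 5 values were weaker and 7 stronger under the alternatives that kept all libraries, and 13 were weaker and 11 stronger with one library left out, all in the same direction.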

Other observations

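The tests in this part were chosen after the result had been seen, except the matched gene lists, the relabelling of the excess of genes, the exact test of the interferon list and the correlation with Thy1.

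Of 100 splits of the 12 libraries of APP control and WT control, the real one included, 3 gave as many genes past the threshold as the 908 observed. The 2 others parted libraries by the adjustment number, with a difference of 2 in its mean, and the higher of them gave 2578 genes. The real groups had a difference of 0, and with the number as a factor 874 genes passed, which argues against the number as the whole source of the difference. For APP anti-miR-mix against WT control 1 of 100 splits, the real one, gave as many genes. For APP anti-miR-mix against APP control 0 genes were observed, which every split reaches by construction, so this count decides nothing. At an unadjusted p under 0.05, 59 of 100 splits gave as many genes as the 552 observed.

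The same splits were used for the gene sets. The p of the amyloid response list was as small in 1 of 100 splits for APP control against WT control, 57 for APP anti-miR-mix against APP control and 1 for APP anti-miR-mix against WT control. For the neuron and synapse lists the numbers were 4, 53 and 12. For predicted targets of any of the 3 microRNAs they were 29, 94 and 31, for miR-146a-5p 48, 90 and 43, for miR-148a-3p 33, 86 and 45, and for miR-181a-5p 27, 92 and 32. The share of the APP change returned was as high in 84 of 100 relabellings of the transgenic libraries.

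More genes passed the threshold against WT control in APP anti-miR-mix (1727) than in APP control (908). The larger group of 7 libraries was tested as a source: with 1 of the 7 left out the lowest count was 1317, which argues against it as the whole source. In 11 of 100 relabellings of the 13 transgenic libraries the excess was as large as the 819 genes observed, so it is within what random labels give.

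The deposited normalized values differed from log2(CPM + 1) by a number per library times a slope per gene, which held 99.9999% of the difference. What the number stands for is not stated in the files.

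Predicted targets were lower in APP control than in WT control. Lists of other genes matched on length and expression had a median log2 fold change of -0.04 over 10000 draws, and 0% of draws were as low as the -0.05 of the targets, so these properties carry most of the shift but not all of it. With the adjustment number as a factor the adjusted p was 9.8e-05. With the sex-linked covariate it was 0.0565, and 29 of 100 splits gave as small a p, so a difference between random groups of libraries could also produce it.

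Immediate early genes, which neurons transcribe within minutes of activity, were lower in APP control than in WT control by 0.45 in the list score (exact permutation p = 0.00217, the smallest that 6 against 6 allows, adjusted p = 0.0299), and 10 of 14 genes passed the threshold over all genes and 13 when adjusted over the list alone. In APP anti-miR-mix against WT control the difference was -0.57 (exact permutation p = 0.00117, adjusted p = 0.0201). With the adjustment number as a factor the camera adjusted p was 8.67e-14, which argues against the number as the source. Lower neuronal activity at the time of death may be a cause, and so may a difference in handling or dissection time, which the labels do not give.

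The interferon list was higher in APP anti-miR-mix than in APP control in camera (15 of 15 genes, adjusted p = 0.00422), but not under fry (adjusted p = 0.603) or in an exact permutation test of the library scores (p = 0.381, adjusted p = 0.653). The spread between libraries could account for this call. Other lists also passed in camera in this comparison. They were the thalamus (adjusted p = 0.000281), meninges and fibroblasts (0.00682), CA3 (0.00926) and homeostatic microglia (0.0119). Immediate early genes (0.0145), the cortex (0.0377) and CA1 (0.0442) passed too. Of these lists CA3, CA1 and immediate early genes were lower in APP anti-miR-mix, and the others were higher. With the adjustment number as a factor, meninges and fibroblasts (0.0512), the cortex (0.0597) and CA1 (0.0651) no longer passed. The thalamus (8.2e-05), CA3 (0.0197), homeostatic microglia (0.00688), immediate early genes (0.0113) and the interferon list (0.00232) still did. None of these lists passed under fry, the smallest adjusted p being 0.0823 for CA3.

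The other list scores in APP control against WT control differed by 0.74 for homeostatic microglia, 0.62 for blood, 0.46 for meninges and fibroblasts, 0.35 for the dentate gyrus, 0.29 for CA3, 0.18 for endothelium, 0.09 for astrocytes, 0.08 for the thalamus, -0.03 for the cortex, -0.06 for the choroid plexus, -0.06 for oligodendrocytes, -0.10 for the striatum and -0.13 for CA1, none with an adjusted exact permutation p under 0.05. For homeostatic microglia other tests passed: 10 of 12 genes passed the threshold over all genes and 12 when adjusted over the list alone, with adjusted p of 1.5e-12 in camera and 0.0301 under fry. Of the lists in this paragraph and the interferon list, camera also passed for endothelium (adjusted p = 0.00109), blood (0.00778) and astrocytes (0.0392). Meninges and fibroblasts (0.00825) and the interferon list (0.00893) passed in camera too. None of these passed under fry, the smallest adjusted p being 0.117 for endothelium. With the adjustment number as a factor, endothelium (0.0197) and blood (0.0203) still passed in camera. Meninges and fibroblasts (0.0597), astrocytes (0.0939) and the interferon list (0.222) did not. In APP anti-miR-mix against WT control homeostatic microglia (0.90, adjusted p = 0.0201) and meninges and fibroblasts (0.77, adjusted p = 0.0201) were higher. In APP anti-miR-mix against APP control no list score passed the adjustment, the smallest adjusted p being 0.0754 for CA3 (-0.27). Xist ranged from 5.95 to 19.1 and the Y-linked gene Ddx3y from 749 to 2211 normalized counts over the 19 libraries.

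Across the 13 transgenic libraries Thy1 and the amyloid response score rose together (Pearson r = 0.713, permutation p = 0.0057; Spearman rho = 0.626, permutation p = 0.0245). Without the 2 libraries farthest in Thy1, APP control 6 and APP control 1, r was 0.75 (permutation p = 0.00725). Within groups r was 0.745, and with the adjustment number removed it was 0.608 (permutation p = 0.0258). It was the only relation of this kind computed. Transgene expression that differs between animals may contribute to the spread of the glial response, as may a gradient in the tissue dissected, and these were not separated.

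The network here held 14 modules. That is lower than the number quoted from the study above. Predicted targets made up 16% of the module enriched in neuron and synapse genes. That is lower than the share quoted from the study above, for a module and a list that are not the same.

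With the deposited table as input, a network chosen after seeing the data, 18 modules were found, and a module of 188 genes enriched in neuron and synapse genes differed between the groups (Kruskal-Wallis permutation adjusted p = 0.0036). Its eigengene was 0.26 in WT control, -0.0506 in APP control and -0.18 in APP anti-miR-mix, and APP anti-miR-mix did not differ from APP control (exact permutation p = 0.115). Predicted targets made up 29.8% of this module (Fisher exact adjusted p = 7.35e-15), nearer to the share quoted from the study. Another module of this network, of 271 genes, was also enriched in neuron and synapse genes (Fisher exact adjusted p = 0.00802). It did not differ between the groups (Kruskal-Wallis permutation adjusted p = 0.652). Predicted targets made up 11.8% of it (Fisher exact adjusted p = 0.174).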
